# Chromatin accessibility maps provide evidence of multilineage gene priming in hematopoietic stem cells

**DOI:** 10.1186/s13072-020-00377-1

**Published:** 2021-01-06

**Authors:** Eric W. Martin, Jana Krietsch, Roman E. Reggiardo, Rebekah Sousae, Daniel H. Kim, E. Camilla Forsberg

## Abstract

Hematopoietic stem cells (HSCs) have the capacity to differentiate into vastly different types of mature blood cells. The epigenetic mechanisms regulating the multilineage ability, or multipotency, of HSCs are not well understood. To test the hypothesis that *cis*-regulatory elements that control fate decisions for all lineages are primed in HSCs, we used ATAC-seq to compare chromatin accessibility of HSCs with five unipotent cell types. We observed the highest similarity in accessibility profiles between megakaryocyte progenitors and HSCs, whereas B cells had the greatest number of regions with de novo gain in accessibility during differentiation. Despite these differences, we identified *cis*-regulatory elements from all lineages that displayed epigenetic priming in HSCs. These findings provide new insights into the regulation of stem cell multipotency, as well as a resource to identify functional drivers of lineage fate.

## Highlights

- HSCs have higher global chromatin accessibility than any unilineage progeny
- Megakaryocyte progenitors are the most closely related unipotent cell type to HSCs
- B cell commitment involves de novo chromatin accessibility
- Evidence of *cis-*element priming of lineage-specific genes in HSCs

## Introduction

Multipotency is a key feature of hematopoietic stem cells (HSCs) and essential for their ability to produce all types of blood and immune cells in situ and upon therapeutic stem cell transplantation. The mechanistic basis of multipotency is unclear, but previous studies have shown that the regulation of differentiation programs is achieved, in large part, through epigenetic remodeling of *cis*-regulatory elements (CREs) [17, 41, 46]. Thus, HSC multipotency may be enabled by accessible non-promoter CREs that keep loci competent for transcription factor binding and gene activation without active expression. Such selective “CRE priming” may underlie the developmental competence of specific cell types, which is then acted upon by inductive signals to gradually specify fate [45]. When all CREs that drive differentiation and lineage choice are primed in stem cells, that stem cell is in a permissive state **(**Fig. 1a**)** and is competent to initiate differentiation into all mature lineages.

**Fig. 1:**
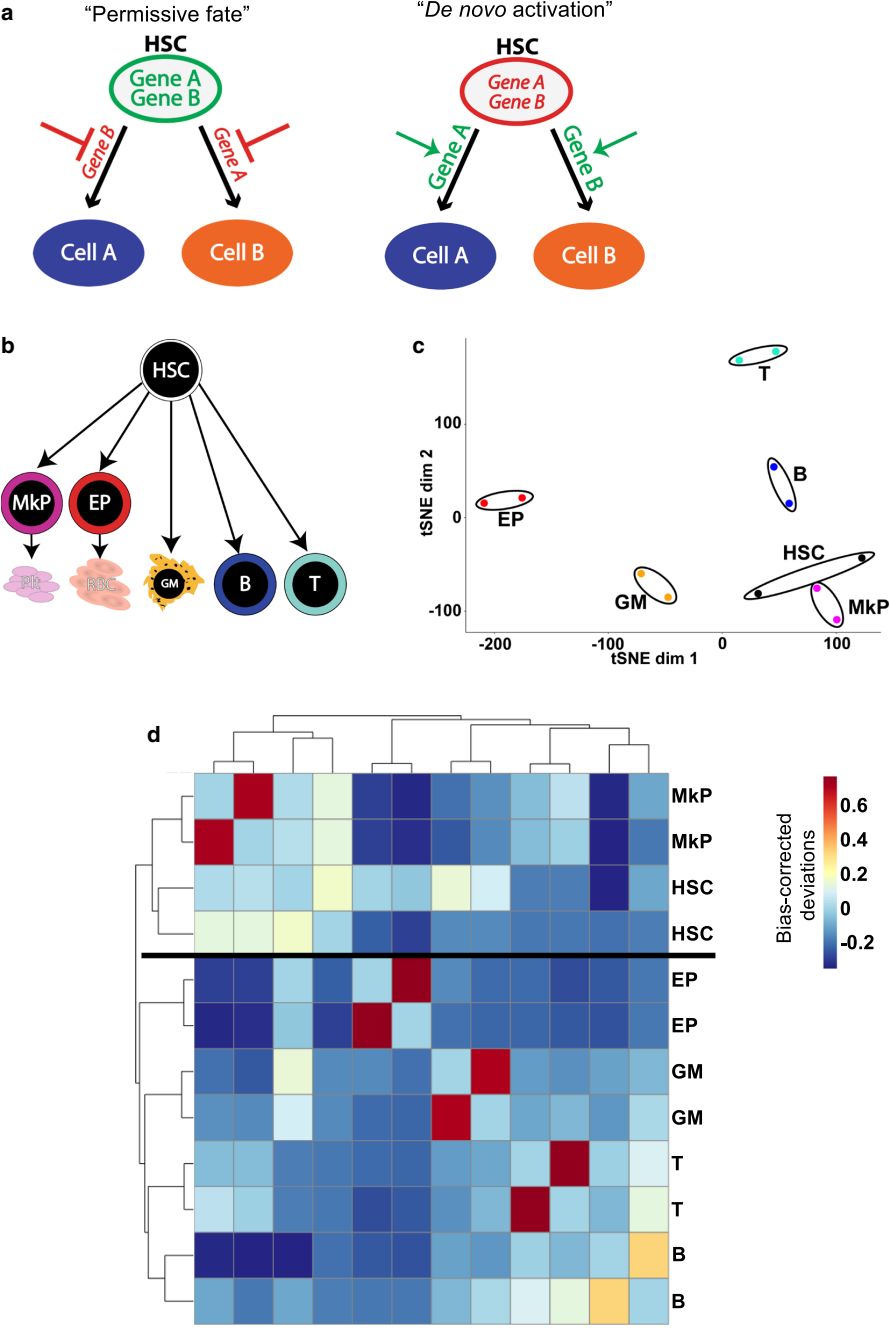
ATAC-seq maps of hematopoietic cell populations exhibit a high degree of reproducibility between replicates and a tight association of MkPs to HSCs. **a** Two models of epigenetic regulation of HSC fate. In the “permissive fate” model, CREs of lineage-specific genes of all possible lineage outcomes are in an accessible state (green) in HSCs, keeping genes “primed” for subsequent activation. After lineage commitment occurs towards one fate, the accessibility of primed elements of the alternative fate is restricted by epigenetic remodeling (red). In contrast, the “de novo activation” model posits that CREs of lineage-specific genes are in an inaccessible state (red) in HSCs, keeping genes silenced. Lineage commitment occurs by de novo decondensing of chromatin at the appropriate CRE, allowing for subsequent activation of the differentiation program (green). The CREs of alternative lineage fates remain epigenetically repressed (red). **b** Schematic diagram of the hematopoietic cells used in this study. Six cell populations were investigated: multipotent HSCs (Hematopoietic stem cells), unilineage MkPs (megakaryocyte progenitors) and EPs (erythroid progenitors), and mature GMs (Granulocyte/Macrophages), B cells, and T cells. **c** tSNE analysis of the ATAC-seq peaks revealed a high concordance of biological replicates. MkPs clustered close to HSCs, while EPs, GMs, B, and T cells separated across the tSNE plot. **d** Hierarchical clustering revealed high concordance of cell type-specific replicates. Similar to the tSNE analysis, MkPs clustered closest to HSCs. B and T cells were closely associated to each other but distant to HSCs, while GMs and EPs were contained within their own branches, closer to HSCs

We sought to test two models of HSC multipotency that are based on regulation of chromatin organization: the “permissive fate model” and a “de novo activation model” (Fig. 1a). Supporting a role for the permissive model in stem cell lineage potential are observations of bivalent histone domains that maintain key developmental genes in embryonic stem cells (ESCs) poised for activation [3], and an overall accessible chromatin state in both ESCs and HSCs compared to lineage-restricted progenitors and mature cells [19, 20, 44]. When differentiation occurs, the genes poised for differentiation into the induced lineage are activated while CREs that would drive differentiation into alternative lineages are silenced. This has been observed in ESCs and during differentiation of ESCs into endoderm [46, 47]. Our observation of global chromatin condensation and localization of H3K9me3-marked repressed domains or heterochromatin towards the nuclear periphery during HSC differentiation also support the permissive model [44]. Inversely, in the de novo activation model (Fig. 1a), CREs that drive lineage fate are inaccessible in HSCs. Differentiation and lineage choice occur by “unlocking” these CREs. Transcriptional and functional analyses of hematopoietic stem and progenitor cells support this de novo model, where lymphoid potential is *gained* in progenitor cells rather than being a consequence of CRE priming in HSCs [6, 12, 18, 32].

In order to interrogate these models and how they pertain to the regulation of competence in hematopoiesis, as well as gain a better understanding of the relationships between epigenetic, transcriptomic and functional observations, we mapped global chromatin accessibility using the Assay for Transposase Accessible Chromatin by High Throughput Sequencing (ATAC-seq) [8]. This assay allows assessment of high resolution, genome-wide chromatin accessibility throughout differentiation programs of rare cells. The dynamics of chromatin accessibility in erythro-megakaryopoiesis [24] and granulocyte/macrophage development [9] have been highly informative. From these studies, the bulk observations gave us insight into the dynamics of lineage commitment during hematopoiesis, while single-cell analysis revealed the heterogeneity of epigenomic states and, therefore, lineage bias in progenitors throughout hematopoiesis. Based on those studies, as well as reports of global chromatin accessibility of embryonic [3, 10, 20] and hematopoietic [11, 44] stem cells, we hypothesized that HSCs are in a permissive chromatin state where CREs that control fate decisions are primed in HSCs. Here, we tested this hypothesis by performing in-depth ATAC-seq investigation of HSCs and 5 unipotent lineage cell populations representing the five main hematopoietic lineages (Fig. 1b), as defined by previously published phenotypes [4, 6].

## Results

### Mapping of chromatin accessibility in HSCs and unipotent lineage cells identified a tight association of megakaryocyte progenitors to HSCs

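Open chromatin was profiled by ATAC-seq, in which a transposase cuts accessible DNA and inserts sequencing adapters, so that reads pile up where nucleosomes and other proteins leave the DNA exposed. Cells were sorted from mice aged 8 to 12 weeks, with 2 replicates for each of 6 cell types and 12 samples in all: hematopoietic stem cells (HSCs), megakaryocyte progenitors, erythroid progenitors, granulocyte/macrophages and B cells from bone marrow, and T cells, which the sample labels assign to thymus. The paper's methods differ from these labels, since they describe isolation from bone marrow and do not mention thymus. The authors processed the reads with the ENCODE ATAC-seq pipeline on mm10. They took the optimal peak-list from the Irreproducible Discovery Rate analysis of each cell type. They then concatenated the 6 lists, filtered them with chromVAR to non-overlapping peaks and annotated the result with HOMER. The data analyzed here are that single annotated list, pooled over all 12 samples. Each peak has a position, an annotation class, the nearest promoter and the signed distance from the peak centre to the nearest transcription start site (TSS). The list does not record in which cell type a peak was called, and it holds 0 columns of values per sample. Its score column was 0 in each of the 84243 peaks and ranks nothing. The depth behind a peak is therefore unknown, and no comparison between replicates or between cell types was made. Sequence and gene positions were taken from the RefSeq annotation of GRCm38, the assembly named mm10. For 73658 of the 84243 peaks (87.4%), the distance given by HOMER was within 2 bp of the distance to the nearest curated RefSeq TSS. The remaining peaks were kept, and distances to TSSs are those of HOMER unless RefSeq is named.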

To determine the dynamics of genome accessibility throughout hematopoiesis, we sorted six primary hematopoietic cell types (Fig. 1b) and performed ATAC-seq of libraries with expected fragment size distributions (Additional file 1: Figure S1) [8]. We identified 70,731 peaks in HSCs, 47,363 peaks in megakaryocyte progenitors (MkPs), 38,007 in erythroid progenitors (EPs), 30,529 in granulocyte/macrophages (GMs), 70,358 in B cells, and 51,832 in T cells (Table 1). From these peak-lists we combined and filtered the peaks using the chromVAR package to only the most significant peaks, as defined by [38] and identified a total of 84,243 peaks, referred to as the master peak-list throughout the study (Table 1). 

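The 84243 peaks of the master peak-list lay on 21 chromosomes, with 82403 on the autosomes and the rest on X and Y. Every peak was 499 bp wide. None overlapped another, and the smallest distance between neighbouring centres was 500 bp. Together they covered 42.0 Mb, or 1.59% of the assembled bases. Promoter peaks, with a centre within 500 bp of a TSS, numbered 13171, or 15.6% of the list (95% Wilson interval 15.4 to 15.9%, which covers counting error only). This count depended most on the width of the promoter, and 8081 peaks were centred within 100 bp of a TSS. The other 71072 peaks (84.4%) were non-promoter peaks. Of these, 34137 were annotated to introns and 31692 were intergenic. A further 4944 were annotated to exons, untranslated regions, transcription termination sites or the HOMER promoter class, and 299 to the non-coding class of HOMER. Restricting the coding class to exons and termination sites left 2813 peaks. The median distance of a non-promoter peak from a TSS was 22261 bp, with 20552 peaks (28.9%) within 10 kb and 9217 (13.0%) more than 100 kb away. To compare these shares with the genome, each peak was moved to a random position on its chromosome, outside assembly gaps, in 100 placements. By the curated RefSeq annotation, 16.2% of the observed centres fell within 500 bp of a TSS, against a mean of 1.13% for random positions, a 14.3-fold difference. Exons held 3.89% against 2.59%. Introns held 41.4% against 38.2%, and intergenic sequence held 38.5% against 58.0%. In each class the observed share lay outside all random placements (empirical two-sided p = 0.0099 with n = 100 placements, the smallest they can give). Peaks are not replicates, so these values describe the list and carry no error between samples. Random positions avoided assembly gaps only, whereas the authors left out multimapping reads. Sequence where reads cannot be placed uniquely could hold random positions but hardly any peaks. The random shares were not corrected for this.

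**Figure D1:**
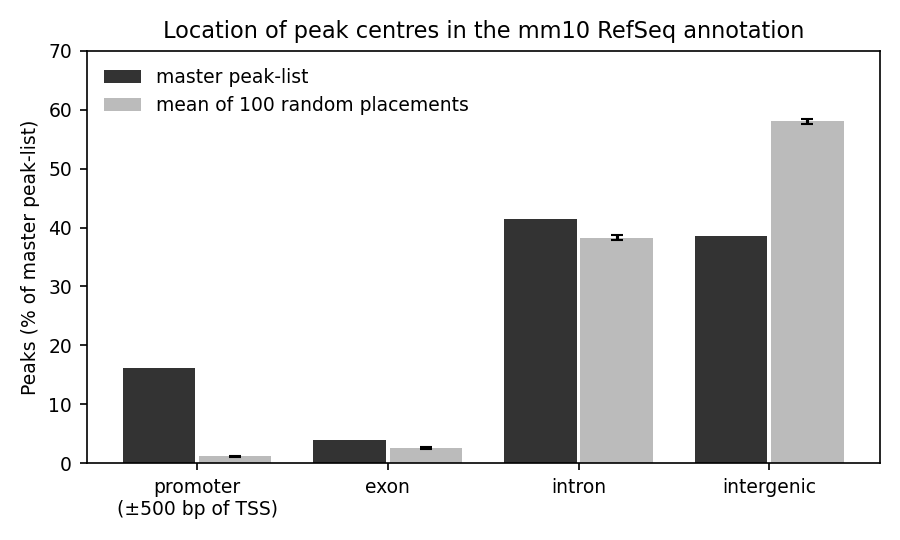
Percentage of peak centres in promoters, exons, introns and intergenic sequence of the RefSeq annotation, for the master peak-list (dark bars) and for random positions on the same chromosomes (light bars, mean of 100 placements, with whiskers from the lowest to the highest placement). Promoters held 16.2% of the master peaks and 1.13% of random positions, whereas intergenic sequence held 38.5% and 58.0%.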

To assess data quality, we analyzed replicate clustering and cell type relationships of all 6 cell types using principal component analysis and dimensionality reduction as a t-Distributed Stochastic Neighbor Embedding (tSNE) plot [38]. All biological replicate samples closely associated with each other by tSNE analysis (Fig. 1c), as well as by hierarchical clustering using the chromVAR output (Fig. 1d). We observed two primary clusters in Fig. 1d: an HSC/MkP cluster and all other cell types. We also observed a distinct lymphoid cell subcluster containing only B and T cells, while GMs and EPs clustered independently. MkPs have the most similar accessibility to HSCs, with the ranking of the other cell types from most to least similar as EPs, GMs, Bs and then Ts. This is consistent with our tSNE analysis (Fig. 1c), where HSCs and MkPs closely associated with each other, and with studies that have reported a close relationship of HSCs with the megakaryocyte lineage [14, 37] and that erythropoiesis requires chromatin remodeling for differentiation to occur [24].

**Table 1:** Peak counts and peak distribution relative to protein-coding gene promoters in each cell type

Cell type	ATAC peaks	Promoter peaks (± 500 bp of TSS	Non-promoter peaks		
			Coding (exons + TTS + TSS)	Introns	Intergenic
Master peak-list	84,243	13,171	5243	34,137	31,692
HSC	70,731	27,973	4166	18,931	19,661
MkP	47,363	23,998	2013	10,036	11,316
EP	38,007	23,243	2014	7040	5710
GM	30,529	15,559	1440	6697	6833
B	70,358	24,596	4461	21,210	20,091
T	51,832	25,103	2016	11,929	12,784

### Visualization and comparison of ATAC-seq data generated in this study correlated with known expression patterns of cell type-specific genes

As another assessment of the quality and reproducibility of our ATAC-seq data, we used the Gene Expression Commons (GEXC) expression database [40] to generate a list of genes that were expressed only in each unipotent lineage cell type (Fig. 2a). From each list, we calculated the normalized average signal centered at the promoter of each cell-type-specific peak-list for each cell type by generating histograms using HOMER [22] (Fig. 2b). We observed the expected cell type-specific accessibility for each unipotent lineage with minimal signal from the other cell types. In addition, we visualized the ATAC-seq signals across promoters of some example genes with known cell type-specific expression patterns, plus a negative (expressed in none of the cell types) and a positive (expressed in all of the cell types) control: *Gapdh* (expressed in all cell types)*, Fezf2* (not expressed in any cell type)*, Ndn* (expressed in HSCs only)*, Klf1* (EPs only)*, Gp6* (MkPs only)*, Ly6g* (GMs only), *CD19* (B cells only), and *Ccr4 *(T cells only) (Fig. 2c, d). *Ly6g* was not available in GEXC but is a well-known GM-selective gene [23]. 

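The master peak-list was searched for peaks that overlap the windows displayed in Fig. 2d by at least 1 bp. Of the 7 windows reported, 6 held 1 peak each and that of Fezf2 held none. The Fezf2 window lies wholly upstream of the gene, which RefSeq places on the minus strand of chromosome 14 from 12338992 to 12346803, and does not include its TSS at 12345865. The Gapdh peak lay on chromosome 6 of mm10 from 125165364 to 125165862, in the 5′ untranslated region of exon 1, with its centre 160 bp downstream of the TSS. The Ndn peak, on chromosome 7 from 62348238 to 62348736, lay in the only exon of the gene, 210 bp downstream of the TSS. The other 4 peaks were annotated as promoter. The Klf1 peak (chromosome 8, 84901664 to 84902162) was centred 15 bp from the TSS and the Gp6 peak (chromosome 7, 4397507 to 4398005) 12 bp from it. For Ly6g (chromosome 15, 75155021 to 75155519) the distance was 9 bp, and for Ccr4 (chromosome 9, 114496372 to 114496870) it was 77 bp. The nearest master peak to this Fezf2 TSS was centred 61428 bp away. The list does not record the cell type of a peak, so these positions show where a peak was called in at least 1 of the 6 cell types and not in which. Of the 13 windows reported across Fig. 2d, Fig. 5 and Figure S2, 12 held a peak, or 11 when the peak centre had to lie inside the window.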

We observed the expected accessibility peaks in each cell type, as well as a minimal signal from cell types without expression of those genes (Fig. 2d). As an example of a well-characterized locus, we visualized our ATAC-seq data across the mouse β-globin cluster. As expected, we observed EP-selective accessibility of the hypersensitive sites in the locus control region (LCR) and of adult globin gene promoters β*-major* and β*-minor* [30, 34] (Additional file 2: Figure S2). 

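The β-globin window of Figure S2 spans chromosome 7 of mm10 from 103792027 to 103879340 and held 15 master peaks, of which 2 were promoter peaks. One lay from 103813751 to 103814249, centred 77 bp upstream of the TSS of Hbb-b2 (hemoglobin, beta adult minor chain), at the position of Hbb-bt in RefSeq. The other lay from 103827738 to 103828236, centred 58 bp upstream of the TSS of Hbb-b1 (hemoglobin, beta adult major chain), at the position of Hbb-bs in RefSeq. All the globin genes of the cluster are on the minus strand. No master peak was centred within 500 bp of the TSS of the other 3 globin genes. The nearest centre was 6083 bp from Hbb-y, 15175 bp from Hbb-bh1 and 12747 bp from Hbb-bh2. Upstream of Hbb-y, on the side of the locus control region, the window held 6 peaks. For 4 of them Hbb-y was the nearest promoter, at 6083, 7942, 8494 and 12712 bp. The other 2 lay from 103870633 to 103871131 and from 103877047 to 103877545, with the olfactory receptor gene Olfr66 as the nearest promoter. The annotation does not name hypersensitive sites, and these peaks were not assigned to individual sites. Because the cell types were pooled, the selectivity for EPs was not analysed here.

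**Figure D2:**
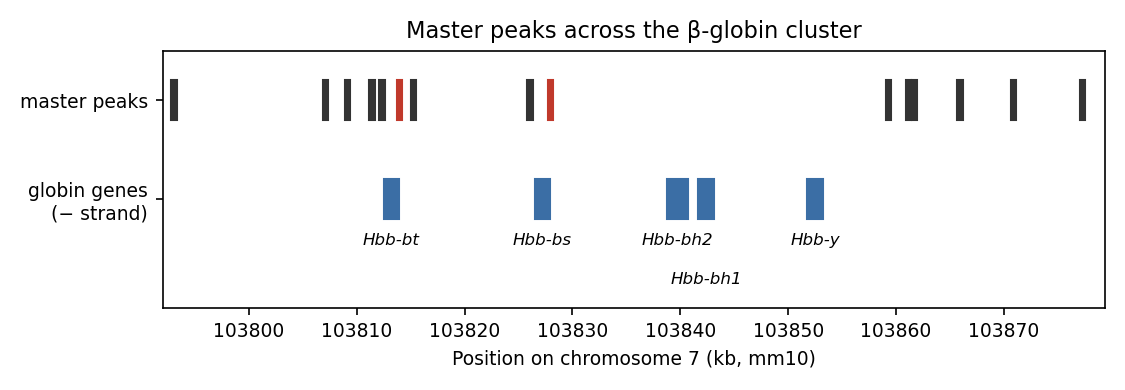
Position in kb on chromosome 7 (mm10) of the 15 master peaks (upper row) and of the 5 globin genes on the minus strand (lower row). The 2 peaks in red are centred within 500 bp of a TSS and sit at Hbb-bt and Hbb-bs, and 6 peaks lie upstream of Hbb-y.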

The overall high level of reproducibility between independent sample replicates and clustering strategies (Fig. 1c, d), as well as the expected accessibility in cell type-specific genes (Fig. 2, Additional file 2: Figure S2), indicated that we had generated high-quality chromatin accessibility maps of these 6 cell types.

**Fig. 2:**
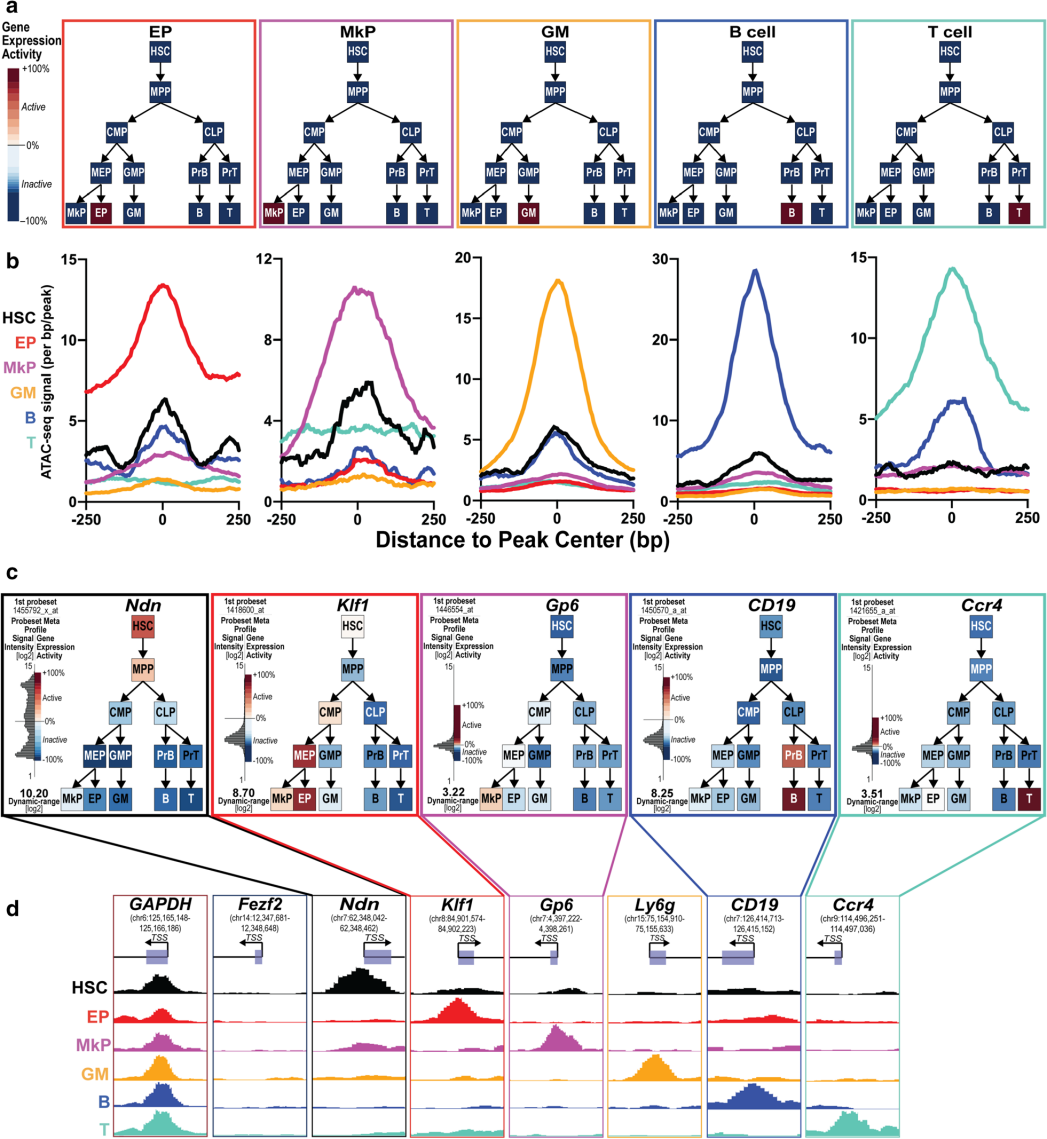
Promoter accessibility correlated with known expression patterns of cell type-specific genes. **a** Lineage-specific gene expression patterns used to find all genes expressed within each unipotent lineage cell type. The level of expression (red = high; blue = low/not expressed) according to the Gene Expression Commons (GEXC) database. **b** Lineage-specific promoters had accessibility of the corresponding unipotent lineage cell types. Homer histograms of the average cumulative signal of all cell types used in this study across the lineage-specific promoter gene lists for EPs, MkPs, GMs, B cells, and T cells. **c** Lineage-specific expression of one example gene each for MkPs, EPs, B, or T cells. The level of expression (red = high; blue = low/not expressed) according to the Gene Expression Commons (GEXC) database of an example gene with cell type-specific ATAC-seq promoter peak. The probeset for the GM-specific *Ly6g* is not present in GEXC and therefore not displayed. **d** Cell type-specific chromatin accessibility visualized as ATAC-seq read-counts at transcription start sites (TSS) using UCSC Genome Browser snapshots. Depiction of the six ATAC-seq libraries used in this study with example genes that had ATAC-seq signal in all samples (*GAPDH*; positive control), no samples (*Fezf2*; negative control), or in a specific cell type: HSCs (*Ndn*), EPs (*Klf1*), MkPs (*Gp6*), GMs (*Ly6g*), B cells (*CD19*), and T cells (*Ccr4*)

### HSCs have greater global accessibility and undergo more extensive chromatin remodeling upon lymphoid differentiation

Using a number of quantitative, but non-sequence-specific assays, we previously reported that chromatin is progressively condensed upon HSC differentiation into unilineage and mature cells [44]. To test whether the ATAC-seq data recapitulated these findings, we quantified the total number of distinct peaks, as well as the cumulative read-counts for all peaks, for each cell type. First, we took each cell type’s optimal peak-list from the Irreproducible Discovery Rate (IDR) analysis [31] and reported the number of peaks. We observed the highest number of peaks in HSCs (Fig. 3a), closely followed by B cells. In parallel, we quantified global accessibility by calculating the normalized average signal over the master peak-list for each cell type by generating histograms using HOMER [22]. We observed similar ordering compared to the peak number, with HSCs having the highest average signal and B cells the second highest (Fig. 3b). The low signal in EPs is possibly due to widespread transcriptional silencing as the next step towards becoming highly specialized red blood cells and ejection of nuclei [1]. Although these measurements are not completely independent, there is not a strict correlation between peak count and cumulative peak signal: for example, compared to EPs, GMs have fewer peaks (Fig. 3a) but higher cumulative readcount (Fig. 3b). Interestingly, HSCs displayed both the highest number of peaks and the greatest peak signal. These results are consistent with our previous findings of progressive chromatin condensation upon HSCs differentiation [44].

**Fig. 3:**
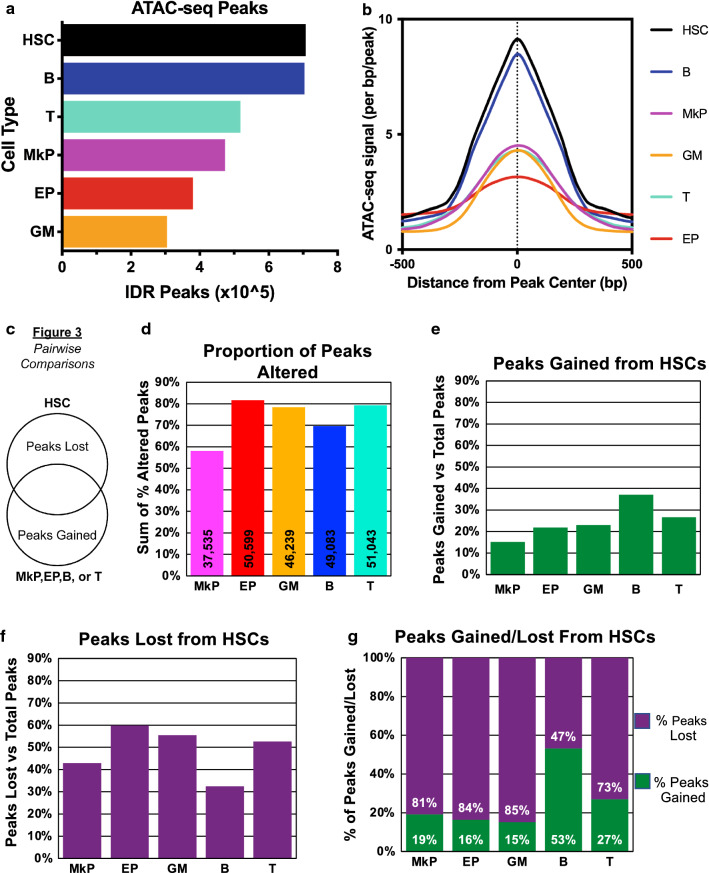
Greater overall global accessibility of HSCs and more extensive chromatin remodeling upon lymphoid differentiation. **a** HSCs had the highest number of peaks of all hematopoietic cell types. The total number of individual peaks are displayed for each cell type. HSCs had the highest number of peaks followed by B cells, T cells, MkPs, EPs, then GM cells. **b** HSCs had the highest total accessibility signal across all peaks of all hematopoietic cell types analyzed. Average cumulative signal across the master peak-list (the number of sequencing reads that fall into the detected peaks) was determined by the -hist function of HOMER annotatePeaks.pl. **c–g** Comparisons of the number of peaks gained and lost upon HSC differentiation into unipotent cells revealed that MkPs had the most similar accessibility profile to HSCs. **c** Schematic of the pairwise comparisons made. HSC peaks were compared with one unilineage cell type at a time and those comparisons are reported in **d**–**g**. **d** MkPs had the lowest percentage of altered peaks from HSCs compared to the other 4 unilineage cell types. The percentage of all non-overlapping peaks (peaks both gained and lost) calculated as the ratio of unique peaks in each cell type when compared pairwise to HSCs divided by the total number of peaks called in that cell type are displayed here. The numbers in the bars represent the total number of peaks altered (gained + lost) for each cell type. EPs had the highest percentage of peaks altered (gained + lost), followed by T cells, GMs, then B cells. **e** B cells had the highest percentage of peaks gained from HSCs, while MkPs had the lowest. Calculations as in **d**, but only peaks gained are shown. **f** EPs had the highest percentage of peaks lost from HSCs, while B cells had the least. Calculations as in **d**, but only peaks lost are shown. **g** B cells were the only lineage with more peaks gained (53%) than lost (47%) upon differentiation from HSCs. In this panel, the sum of peaks gained and lost in each cell type was set to 100% and then the ratio of peaks gained and lost was displayed. T cells had the second highest proportion of peaks gained (27%), followed by MkPs (19%), EPs (16%), then GMs (15%)

### Comparisons of peaks gained and lost as HSCs differentiate into unilineage cells revealed an overall gain of accessibility selectively for B cell differentiation

To assess the number of peaks that changed upon HSCs differentiation, we took the IDR optimal peak-list for each cell type and performed pairwise comparisons between HSCs and the five mature/unipotent cell types (Fig. 3c). We quantified the number of peaks gained and lost by the unipotent progenitors/mature cells compared to HSCs (Fig. 3c–g). MkPs had the lowest number of peak changes (peaks gained plus lost; Fig. 3d), and therefore have the greatest proportion of peaks in common with HSCs. This was primarily driven by the low percentage of peaks gained (Fig. 3e), as opposed to peaks lost (Fig. 3f) upon HSC differentiation into MkPs. In contrast, EPs had the highest percentage of total peaks changed (Fig. 3d) due to the greatest percentage of peaks lost (Fig. 3f). This could be driven by EPs starting to shut down transcription to become highly specialized and eject their nuclei, reflected by the overall low accessibility observed (Fig. 3a, b). B cells had the highest percentage of peaks gained and the lowest percentage of peaks lost compared to the other cell types (Fig. 3e, f) and was the only cell type where the percentage of peaks gained was higher than peaks lost (Fig. 3g). This suggests that B cell fate requires chromatin remodeling to open up sites that drive B cell lineage fate.

### Exclusively shared peaks between HSCs and unipotent cell types are primarily non-promoter and are enriched for known cell-type-specific transcription factors

We then turned our attention from peaks that were different between HSCs and their progeny to instead focus on elements with shared accessibility. We hypothesized that peaks that are exclusively shared between HSCs and one unipotent cell type contain elements that drive lineage commitment into that cell type. We filtered the peak-lists of all 6 cell types against each other using the HOMER mergePeaks.pl tool and annotated the peak-lists that each of unipotent lineage cell types exclusively shared with HSCs (Fig. 4a). We quantified the percentage of peaks that each unipotent cell type shared with HSCs (Fig. 4b). Consistent with the clustering profiles (Fig. 1c, d), MkPs had the highest percentage of peaks that were shared exclusively with HSCs. This similarity appeared to be primarily manifested in non-promoter elements: we annotated the exclusively shared peaks and categorized them as promoter or non-promoter peaks (Fig. 4c) and compared the distributions to the annotated peak-lists for each cell type assayed (Table 1). All of the exclusively shared peak-lists had significant enrichment (*p*-value < 0.001) of non-promoter peaks compared to the normal distribution of peaks in our dataset. Thus, non-promoter elements were shared between HSCs and their progeny significantly more frequently than promoter elements, especially with MkPs. Many, but likely not all, of these non-promoter accessible sites may serve as enhancers: about one-third of the non-promoter peaks overlapped with an enhancer catalog generated from chromatin immunoprecipitation (ChIP) experiments in blood cells [27] (Additional file 3: Figure S3A). Similar levels of overlap was observed between the ATAC-accessible peaks in our ATAC exclusively shared peak-lists with H3K4me1 modifications in HSCs, while less overlap was observed for H3K27Ac, at the aggregate and cell type-specific level (Additional file 3: Figure S3B, C).

**Fig. 4:**
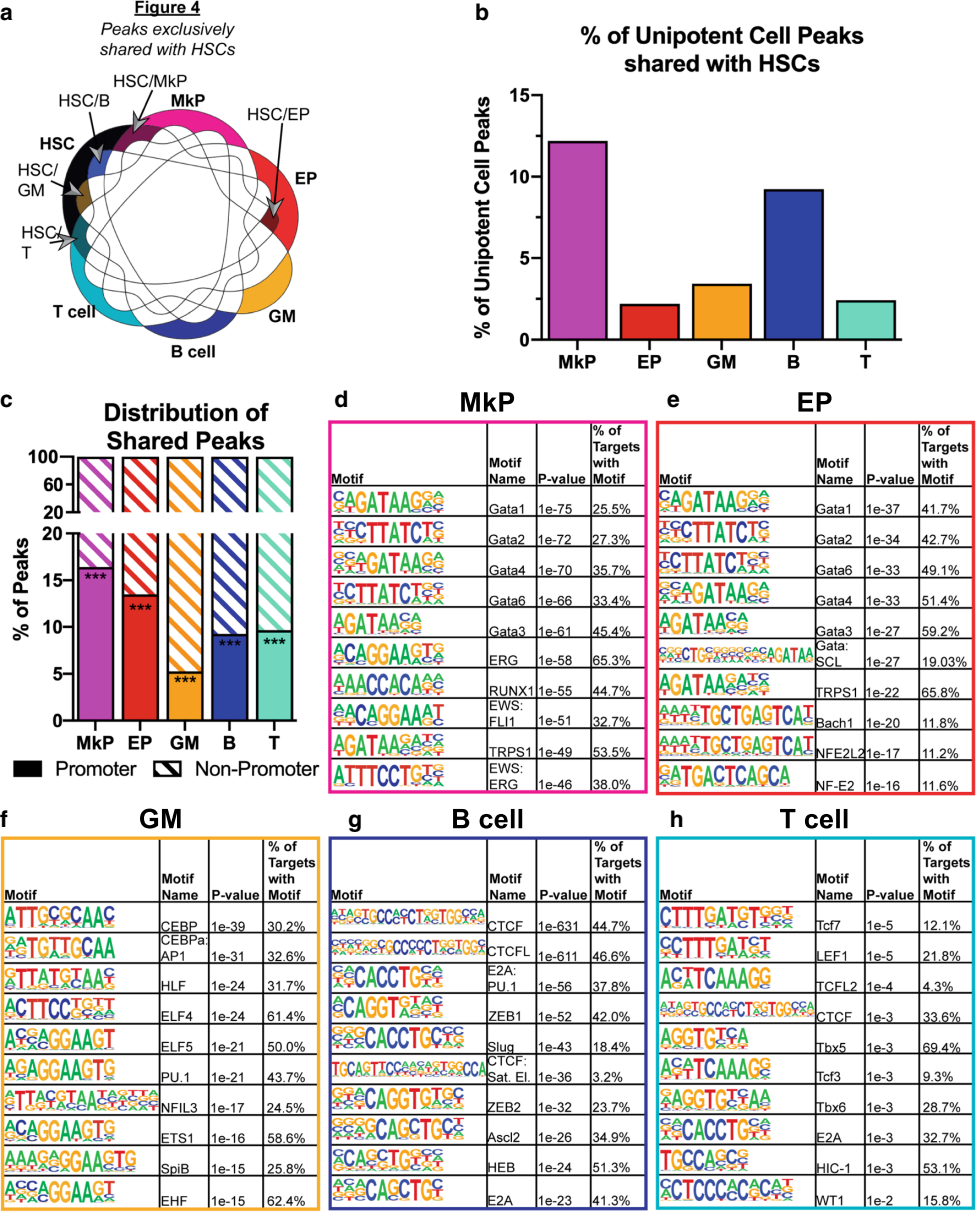
Peaks shared between HSCs and unipotent cell types are primarily non-promoter and are enriched for known cell type-specific transcription factors. **a** Schematic for how the unipotent lineage peaks exclusively intersected with HSC peaks were generated. Peaks were compared using HOMER mergePeaks.pl tool using peak-lists from the 6 cell types assayed. The resulting 5 overlapping peak-lists contained shared peaks between HSCs and only the unipotent cell type of interest (but not present in any of the other four lineages). The five exclusive pairwise comparisons (e.g., HSC/MkP only, HSC/EP, etc.) were used for panels **b–h**. **b** MkPs have the highest peak overlap with HSCs. The number of unipotent lineage peaks that were uniquely intersected with HSCs was divided by the total number of peaks for each mature cell type. MkPs had the highest percentage of HSC overlap (12.2%), followed by B cells (9.2%), GMs (3.4%), T cells (2.4%), then EPs (2.2%). **c** Peaks exclusively shared between each unipotent cell type and HSCs were significantly enriched in the non-promoter regions of the genome. The shared peak-lists described in **a** were annotated using HOMER annotatePeaks.pl function and filtered as promoter (± 500 bp from TSS), and non-promoter (< -500 bp and >  + 500 bp from TSS). The number of promoter and non-promoter peaks was divided by the total number of peaks for each cell type. For all cell types, less than 20% of peaks were promoter peaks, with MkPs with the highest (16.4%) and GMs with the lowest (5.3%) percentage. This is a significant (< 0.001) difference compared to the normal distribution of promoter peaks (35–61%) for each cell type assayed. ***p-value of < .001. **d–h** Unipotent lineage peaks exclusively intersected with HSC peaks displayed enrichment of motifs for transcription factors with known roles in lineage differentiation. Motifs were found using HOMER findMotifsGenome.pl function, with a background file containing the combined peak-lists of the other 4 cell types. The top 10 results, as ranked by p-value from the known_motifs.html output, are shown. **d** In MkP/HSC peaks, Gata family peaks made up 5 of the top 10 hits, followed by ERG, Runx1, and fusions EWS:FL1 and EWS:ERG. **e** EP/HSC-enriched motifs also contained Gata factors, as well as the combination Gata:SCL motif and the known beta-globin locus control binder NFE2 and its paralog NFE2L2. **f** GM/HSCs had CEBPa and PU.1 motifs as top hits, along with ETS transcription factor binding sites. **g** B cell/HSC-enriched motifs had CTCF with CTCFL (BORIS) as the top two hits. B cells/HSC peaks also had E2A motifs enriched, as well as Ascl2, Slug, and ZEB1/2. **h** Tcf7 motif was the top hit for T cell/HSC-shared peaks, along with CTCF and Tbx5/6. Similar to the B-cell/HSC list, the T-cell/HSC list was also enriched for E2A motifs

To determine what transcription factor binding sites were present within the exclusively shared peaks, we performed motif enrichment using the HOMER package and reported the top 10 results for each cell type, sorted by *p*-value (Fig. 4d–h). The peaks that HSCs shared with MkPs (Fig. 4d) or EPs (Fig. 4e) were primarily enriched for Gata family transcription factors and their inhibitor TRPS1. Notably, HSC/MkP peaks also had enrichment of ERG and Runx1, which are known drivers of hematopoiesis [21, 26]. For HSC/EPs, Gata1 was the most enriched motif, with the Gata:SCL combination motif and NF-E2 and NFE2L motifs also scoring in the top ten. These factors are all known to be important in red blood cell differentiation, and NF-E2 is known to regulate SCL and Gata2 [42]. HSC/GM peaks had enrichment of known regulators of GM cell fate, such as CEBP, PU.1, and SpiB (Fig. 4f). HSC/B cells primarily had CTCF and CTCFL motif enrichment (Fig. 4g). These motifs could be a reason for the overall high number of peaks observed in B cells (Fig. 3a, b), as 44.7% and 46.6% of the shared peaks contained CTCF or CTCFL motifs, respectively. HSC/T cell peaks were enriched for Tcf and Tbx family factors that are known to play a role in T cell development (Fig. 4h). Overall, all five HSC-shared peak-lists had enrichment of transcription factors that are known to be important for normal differentiation for each lineage.

### Evidence of *cis-*element priming of lineage-specific genes in HSCs

Previous work on understanding multipotency and developmental competence suggests a model where competence is conferred by transcriptional priming: being competent of transcription factor binding and gene expression, without active expression [25]. One of the suggested regulators of transcriptional priming are non-promoter *cis-*regulatory elements (CREs). This means that CREs that drive lineage fate for all lineages are accessible in HSCs in our permissive fate model and inaccessible in our de novo activation model. We hypothesized that CREs that are exclusively shared between HSCs and a unipotent lineage cell are potential drivers of that lineage. We utilized the GREAT tool [33] to annotate and predict the target genes for each exclusively shared CRE. Here we report examples of genes and a predicted CRE for each lineage that is primed in HSCs. In addition, we linked the motif enrichment with the GREAT analysis by annotating the CREs using the top 10 motifs enriched by p-value (Fig. 4d–h) for each exclusive HSC/unipotent cell type. In MkPs, a predicted CRE for *Thrombin receptor like 2* (*F2rl2*) was found. This gene is expressed only in MkPs (Fig. 5a), while the CRE is only accessible in HSCs and MkPs (Fig. 5b). This CRE contained 9 out of the top 10 motifs, with the Runx1 motif being the only one missing (Fig. 5c). 

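The F2rl2 CRE corresponded to 1 master peak, on chromosome 13 of mm10 from 95788502 to 95789000. It lies in intron 2 of the 35 introns of Iqgap2 (transcript annotation of HOMER), and its centre is 91831 bp downstream of the TSS of F2rl2. The basal plus extension rule (2 kb upstream, 1 kb downstream, up to 1 Mb), applied to 1 RefSeq Select TSS per gene, linked the peak to 2 genes, F2rl2 and Iqgap2, whose TSS is 103171 bp away. The curated domains of GREAT were not used here. The sequence of the peak is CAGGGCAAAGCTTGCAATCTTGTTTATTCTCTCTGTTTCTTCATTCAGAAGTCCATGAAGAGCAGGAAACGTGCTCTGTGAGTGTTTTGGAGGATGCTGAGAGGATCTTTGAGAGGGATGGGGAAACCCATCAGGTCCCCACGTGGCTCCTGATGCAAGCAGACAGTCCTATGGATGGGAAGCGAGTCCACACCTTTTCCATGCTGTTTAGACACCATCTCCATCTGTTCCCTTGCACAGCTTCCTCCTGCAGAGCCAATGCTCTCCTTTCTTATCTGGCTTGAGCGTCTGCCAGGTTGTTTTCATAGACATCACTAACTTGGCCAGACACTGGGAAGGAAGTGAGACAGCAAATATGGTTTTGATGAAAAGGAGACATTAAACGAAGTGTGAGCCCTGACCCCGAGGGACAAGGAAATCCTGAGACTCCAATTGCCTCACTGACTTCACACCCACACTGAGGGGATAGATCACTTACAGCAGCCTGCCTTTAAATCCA. Because the HOMER matrices were not used here, motifs were searched on both strands as consensus strings read from the logos of Fig. 4d–h, without mismatches. The number of sites was compared with 10000 non-promoter peaks drawn from the master peak-list, by a one-sided share adjusted with the Benjamini-Hochberg method over 14 pairs of element and motif family. The GATA consensus AGATAA occurred 1 time, on the minus strand from 95788773 to 95788778, 25 bp from the peak centre. Among the drawn peaks, 26.5% had at least as many sites (p = 0.265, adjusted p = 0.720, n = 10000 drawn peaks). For 1 site, this share is only how common the string is among non-promoter peaks. It does not test whether a motif is present, which is what Fig. 5 lists. The ETS consensus AGGAAR, the core shared by ERG and the EWS fusions, occurred 4 times, and 13.7% of the drawn peaks had as many (p = 0.137, adjusted p = 0.479, n = 10000). The RUNX1 consensus AACCACA occurred 0 times. With 1 mismatch it occurred 2 times, and 65.5% of the drawn peaks had as many. Over all 14 pairs, 6 had a site, and 12 had one when 1 mismatch was allowed.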

*Pyruvate kinase liver and red blood cell* (*Pklr)* was found to be expressed only in EPs (Fig. 5d), and a predicted CRE was accessible only in HSCs and EPs (Fig. 5e). Motifs for Gata2, Gata3, Gata4, and TRPS1 were found within the CRE (Fig. 5f). 

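The Pklr CRE corresponded to a master peak on chromosome 3 from 89132334 to 89132832. HOMER annotated it as intergenic and on a CpG island, with its centre 3559 bp upstream of the Pklr TSS. The basal plus extension rule linked it to Pklr and to Fdps, whose TSS lies 30616 bp away. Its sequence, with 59.3% G and C, is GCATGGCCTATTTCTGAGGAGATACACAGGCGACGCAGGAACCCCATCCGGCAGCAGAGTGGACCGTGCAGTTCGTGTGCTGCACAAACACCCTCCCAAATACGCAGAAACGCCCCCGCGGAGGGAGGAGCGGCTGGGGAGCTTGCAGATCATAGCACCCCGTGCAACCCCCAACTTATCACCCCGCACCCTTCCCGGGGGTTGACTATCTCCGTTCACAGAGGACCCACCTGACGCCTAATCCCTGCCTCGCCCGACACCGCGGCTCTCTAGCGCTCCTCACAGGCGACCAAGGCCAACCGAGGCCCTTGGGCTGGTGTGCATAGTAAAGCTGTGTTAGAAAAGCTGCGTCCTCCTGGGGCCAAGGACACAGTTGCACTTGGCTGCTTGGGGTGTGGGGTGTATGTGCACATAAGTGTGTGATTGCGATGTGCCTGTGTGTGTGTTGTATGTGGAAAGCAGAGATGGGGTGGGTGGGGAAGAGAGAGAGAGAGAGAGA. The consensus AGATAA did not occur in it, while 26.9% of all non-promoter master peaks had at least 1 such site. With 1 mismatch there were 6 sites, and 48.3% of the drawn peaks had as many (adjusted p = 0.676, one-sided, n = 10000 drawn peaks). One of them, TTATCA from 89132509 to 89132514, lies 71 bp from the centre. On the minus strand it reads TGATAA, which keeps the core GATA and differs from the consensus in its first base only. The absence of an exact site therefore depends on the string chosen. The NF-E2 consensus TGCTGAGTCA had 0 sites with or without a mismatch.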

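The master peak at the Mtus1 CRE lies on chromosome 8 from 41053261 to 41053759, in intron 3 of the 13 introns of one Mtus1 transcript. Its centre is 1286 bp downstream of the nearest Mtus1 TSS, which belongs to a shorter transcript, and 80216 bp from the TSS of the RefSeq Select transcript. The basal plus extension rule linked it to Mtus1 and to Pdgfrl, whose TSS is 127277 bp away. The sequence of the peak is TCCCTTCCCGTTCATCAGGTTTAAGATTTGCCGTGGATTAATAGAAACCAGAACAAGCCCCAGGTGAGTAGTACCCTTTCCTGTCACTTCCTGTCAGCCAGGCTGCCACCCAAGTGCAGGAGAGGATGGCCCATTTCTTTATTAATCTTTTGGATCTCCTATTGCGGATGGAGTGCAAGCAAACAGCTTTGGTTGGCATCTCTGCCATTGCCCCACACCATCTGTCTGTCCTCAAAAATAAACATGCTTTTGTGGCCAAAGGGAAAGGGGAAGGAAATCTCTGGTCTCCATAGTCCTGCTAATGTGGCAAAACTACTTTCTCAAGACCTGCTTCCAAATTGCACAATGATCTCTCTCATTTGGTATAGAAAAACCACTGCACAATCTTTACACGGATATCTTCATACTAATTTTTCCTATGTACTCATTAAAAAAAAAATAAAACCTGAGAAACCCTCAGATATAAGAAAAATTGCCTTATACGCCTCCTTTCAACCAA. The CEBP consensus TTRYGYAA had 1 site, from 41053599 to 41053606 and 93 bp from the centre, and 7.52% of the drawn non-promoter peaks had at least as many (p = 0.0753, adjusted p = 0.479, one-sided, n = 10000 drawn peaks). With 1 mismatch there were 2 sites, and 37.2% of the drawn peaks had as many (p = 0.372, adjusted p = 0.651, one-sided, n = 10000). For exact sites in the central 200 bp alone, the unadjusted p was 0.0342 and the adjusted p 0.479. There were 4 ETS sites, the same number as in the F2rl2 CRE. The PU.1 consensus GAGGAAGT had 0 sites, and 2 with 1 mismatch, of which ACTTCCTG from 41053346 to 41053353 overlaps an ETS site.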

In GMs, *Mitochondrial tumor suppressor 1* (*Mtus1*) was found to be primed in HSCs, with expression only in GMs (Fig. 5g), accessibility of a predicted CRE only in HSCs and GMs (Fig. 5h), and the presence of transcription factors known to play a role in GM development, such as CEBP and PU.1 (Fig. 5i). In B cells, *Interferon regulatory factor 8* (*Irf8*), is only expressed in B cells (Fig. 5J), the predicted CRE is only accessible in both B cells and HSCs (Fig. 5k), and contained 5 out of the top 10 motifs, ZEB1/2, Slug, Ascl2, HEB, and E2A (Fig. 5l). 

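At Irf8, the master peak lies on chromosome 8 from 120683536 to 120684034 and is intergenic. Its centre is 52573 bp upstream of the Irf8 TSS, and the nearest promoter in the list is that of Cox4i1, 15465 bp away. The basal plus extension rule linked the peak to both genes, whereas the nearest TSS alone gave Cox4i1. The sequence is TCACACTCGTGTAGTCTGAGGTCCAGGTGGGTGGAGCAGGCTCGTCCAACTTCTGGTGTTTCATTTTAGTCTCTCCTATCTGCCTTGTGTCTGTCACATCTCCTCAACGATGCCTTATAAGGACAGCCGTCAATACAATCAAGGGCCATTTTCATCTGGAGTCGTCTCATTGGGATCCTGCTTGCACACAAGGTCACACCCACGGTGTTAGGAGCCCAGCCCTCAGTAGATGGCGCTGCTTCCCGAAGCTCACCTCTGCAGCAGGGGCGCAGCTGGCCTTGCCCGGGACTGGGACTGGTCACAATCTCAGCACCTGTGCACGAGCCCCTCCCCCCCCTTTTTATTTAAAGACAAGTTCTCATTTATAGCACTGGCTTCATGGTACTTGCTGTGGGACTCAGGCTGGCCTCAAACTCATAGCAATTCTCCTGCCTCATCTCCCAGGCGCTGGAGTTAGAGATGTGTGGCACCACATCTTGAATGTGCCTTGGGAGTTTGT. The E-box CAGGTG, shared by the ZEB1, ZEB2 and Slug logos, had 2 sites, on the plus strand from 120683559 to 120683564 and on the minus strand from 120683846 to 120683851. At least as many were found in 7.04% of the drawn peaks (p = 0.0705, adjusted p = 0.479, one-sided, n = 10000 drawn peaks). The E-box CAGCTG of the E2A, HEB and Ascl2 logos had 1 site, from 120683805 to 120683810 and 23 bp from the centre, and 30.9% of the drawn peaks had as many (p = 0.309, adjusted p = 0.720, n = 10000). The CTCF consensus CCMYCTRSTGG had 0 exact sites and 1 site with 1 mismatch, TCAGTAGATGG from 120683758 to 120683768.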

In T cells, the gene *Inducible T cell co-stimulator (Icos)* is only expressed in T cells (Fig. 5m), a predicted linked CRE is accessible in both T cells and HSCs (Fig. 5n) and contains motifs for CTCF and WT1 (Fig. 5o). 

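The Icos CRE corresponded to an intergenic master peak on chromosome 1 from 61055094 to 61055592, centred 77429 bp downstream of the Icos TSS. The basal plus extension rule linked it to Icos and, at 583481 bp, to Pard3b. Its sequence is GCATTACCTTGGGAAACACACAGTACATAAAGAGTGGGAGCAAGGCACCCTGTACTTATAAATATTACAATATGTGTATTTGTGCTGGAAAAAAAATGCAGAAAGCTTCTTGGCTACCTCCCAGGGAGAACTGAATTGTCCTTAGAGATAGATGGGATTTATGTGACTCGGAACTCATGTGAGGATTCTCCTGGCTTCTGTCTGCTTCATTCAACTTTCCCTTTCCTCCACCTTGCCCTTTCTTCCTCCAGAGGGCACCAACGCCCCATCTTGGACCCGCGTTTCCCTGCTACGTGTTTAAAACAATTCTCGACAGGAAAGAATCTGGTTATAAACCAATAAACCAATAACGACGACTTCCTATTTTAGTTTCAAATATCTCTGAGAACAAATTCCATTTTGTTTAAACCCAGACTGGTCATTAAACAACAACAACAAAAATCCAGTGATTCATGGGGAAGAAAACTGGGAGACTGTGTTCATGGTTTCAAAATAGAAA. No site for the CTCF consensus, the WT1 consensus CTCCCMCRC or the TCF consensus CTTTGAT was present. With 1 mismatch, the CTCF consensus had 1 site at the peak centre, CCTCCAGAGGG from 61055338 to 61055348, and 30.5% of the drawn peaks had as many (adjusted p = 0.611, one-sided, n = 10000 drawn peaks). The WT1 consensus also had 1 site with 1 mismatch, GAGTGGGAG from 61055125 to 61055133, and 44.4% of the drawn peaks had as many. TCF had 0 sites in either search.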

Taken together, these examples represent CRE priming in HSCs, along with the corresponding transcription factors that may act on each element to guide HSC fate.

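Compared across the 5 elements, each was a single non-promoter master peak, 2 in introns and 3 intergenic, with centres from 3559 to 91831 bp from the RefSeq Select TSS of the named gene. The basal plus extension rule linked all 5 peaks to the gene that the paper names, and each also to 1 other gene. The nearest TSS alone gave the named gene for 4 of the 5. Not every motif of Fig. 5 was searched, and HLF and NFIL3 at Mtus1 were left out. Among the pairs of element and motif family searched, Fig. 5 lists 10, of which 6 had an exact consensus site and 10 had a site with 1 mismatch. For the 4 pairs searched that Fig. 5 does not list, the numbers were 0 and 2. The strings differ in how common they are. Those of the listed pairs occurred in 4.23% (WT1) to 83.3% (ETS) of non-promoter master peaks. Those of the unlisted pairs occurred in 0.976% (NF-E2) to 18.0% (RUNX1). The numbers for listed and unlisted pairs therefore do not test the lists of Fig. 5. From genes expressed in 1 lineage, elements linked to them by GREAT and accessible in HSCs and that lineage, and the motifs in those elements, the paper states that the examples represent CRE priming in HSCs and proposes that the corresponding factors may act on each element to guide fate.

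**Figure D3:**
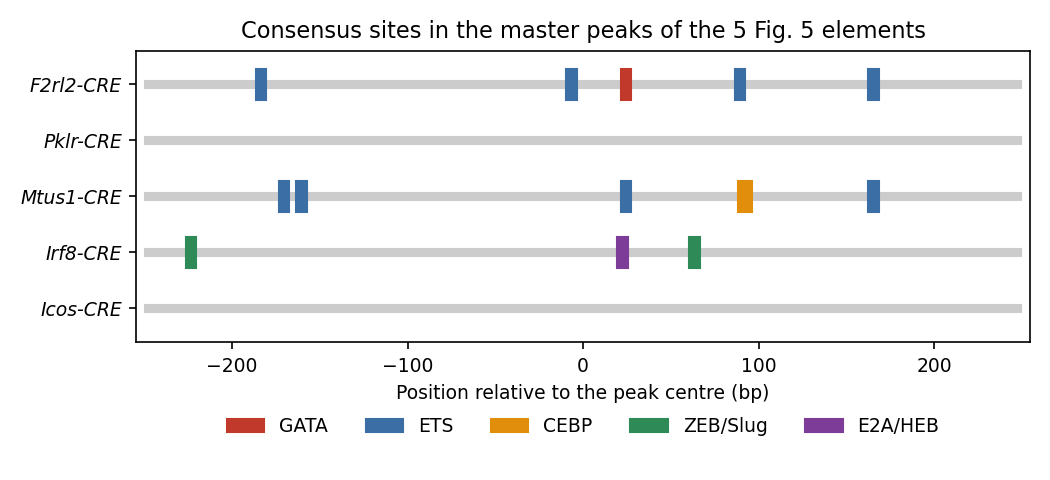
Position in bp, relative to the peak centre, of exact consensus sites in the 499-bp master peaks of the 5 elements (grey bars), coloured by motif family. Only the families searched in each element are drawn, so numbers of sites cannot be compared between elements. The Pklr and Icos CREs have 0 sites of the families searched in them. The F2rl2 and Mtus1 CREs have 5 each, of which 4 are ETS, a family not searched in the other elements.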

**Fig. 5:**
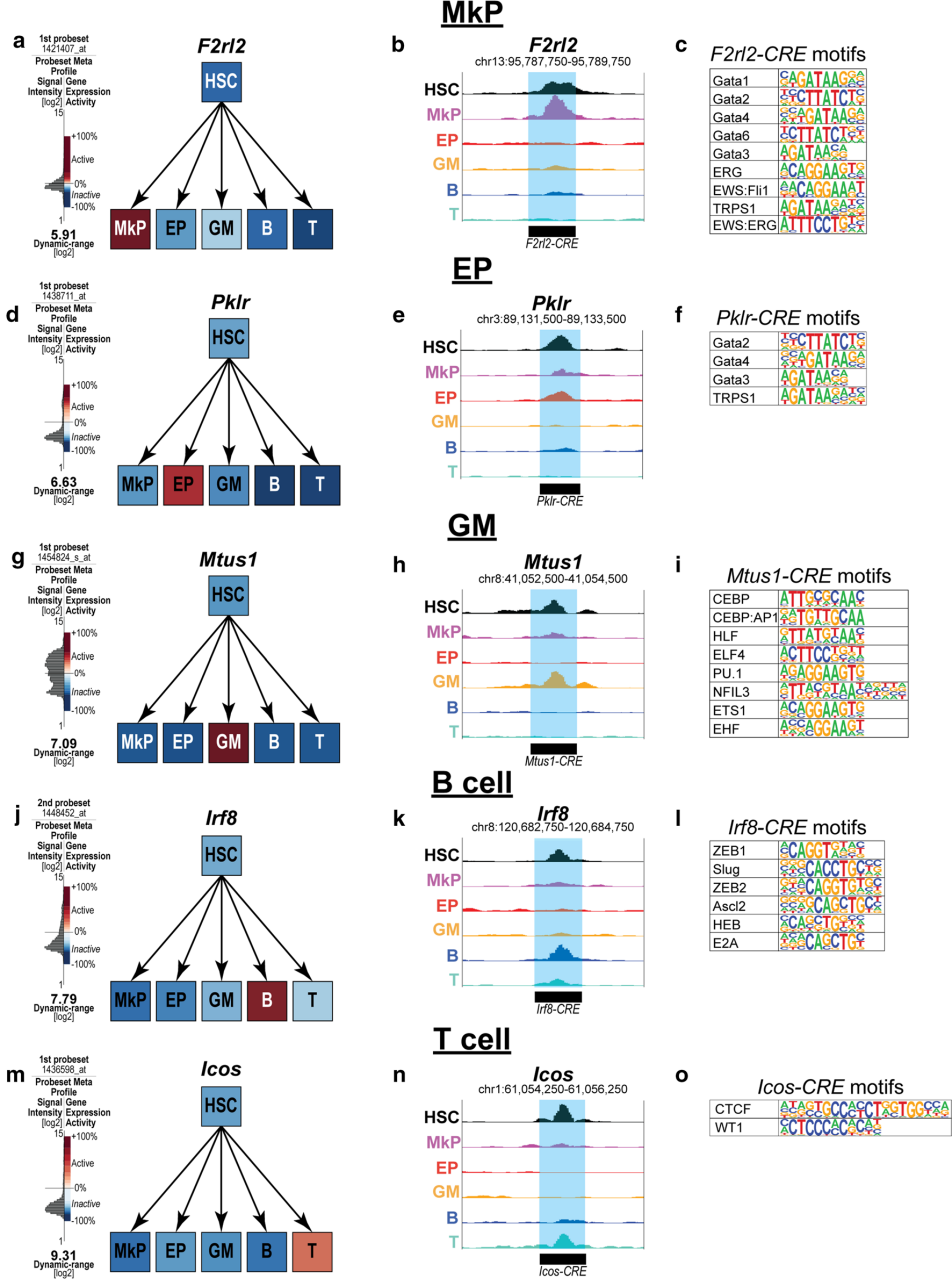
Examples of *cis-*element priming of lineage-specific genes in HSCs. **a** GEXC expression data reported expression of *Thrombin receptor like 2 (F2lr2)* selectively in MkPs. **b** A *cis-*element predicted to be associated with *F2rl2* by GREAT was accessible in both MkPs and HSCs, but not in any other unipotent cell type. **c** The *F2rl2* CRE contained the transcription factor binding motifs for 9 out of the top 10 enriched motifs in MkPs. The only motif not present is Runx1. **d** GEXC expression data reported expression of *Pyruvate kinase liver and red blood cell (Pklr*) in EPs, and not any other cell type. **e** A *cis-*element predicted to be associated with *Pklr* by GREAT was accessible in both EPs and HSCs, but not in any other unipotent cell type. **f** The *Pklr* CRE contained the binding motifs for Gata2, Gata4, Gata3 and TRPS1. **g** GEXC expression data reported selective expression of *Mitochondrial tumor suppressor 1* (*Mtus1*) in GMs and no expression in any other cell type. **h** A *cis-*element predicted to be associated with *Mtus1* by GREAT was accessible in both GMs and HSCs. **i** CEBP, CEBP:AP1, HLF, PU.1, NFL3, ETS1, and EHF binding motifs were present in the *Mtus1* CRE reported in **h**. **j** GEXC expression data reported *Interferon regulatory factor 8 (Irf8)* expression only in B cells, not in the other unipotent lineage cells or in HSCs. **k** A *cis-*element predicted by GREAT to be associated with *Irf8* was accessible in both B cells and HSCs. **l** ZEB1/2, Slug, Ascl2, HEB, and E2A binding motifs were found within the *Irf8* CRE displayed in **k**. **m** GEXC expression data reported *Inducible T cell co-stimulator (Icos)* expression only in T cells, but not in the other unipotent lineage cells or HSCs. **n** A *cis-*element predicted by GREAT to be associated with *Icos* was accessible in both T cells and HSCs. **o** CTCF and WT1 motifs were found within the *Icos* CRE displayed in **n**

## Discussion

### MkPs and HSCs have the most similar accessibility profile

Here, we compared the genome-wide accessibility by ATAC-seq of the multipotent HSCs and unipotent lineage cell types (EPs, MkPs, GMs, B, and T cells). Through hierarchical clustering analysis, we observed erythromyeloid and lymphoid relationships that are consistent with the classical model of hematopoiesis (Fig. 1d) [4, 7, 28, 39]. By both PCA and hierarchical clustering, we observed that MkPs were the most similar to HSCs based on their accessibility profiles (Fig. 1). This relationship is reflected in a high level of overlap of peaks, as MkPs had the fewest peaks gained or lost from HSCs compared to the other cell types (Fig. 3) and had the largest percentage of peaks exclusively shared with HSCs (Fig. 4b). These findings are in agreement with recent clonal studies of hematopoiesis that reported a megakaryocyte lineage bias of HSCs [14, 37]. According to hierarchal clustering, EPs had the second closest association to HSCs (Fig. 1d) possibly supporting erythropoiesis as the default fate for hematopoiesis [6] under conditions where chromatin remodeling silences megakaryocyte driver elements [24]. On the other end of the spectrum, the least similar cell types to HSCs were the lymphoid cell types (Fig. 1d). This greater difference was primarily due to a high proportion of peaks gained (Fig. 3e) rather than lost (Fig. 3f) upon differentiation from HSCs, leading to a greater ratio of peaks gained:lost for lymphoid cells than for erythromyeloid lineages (Fig. 3g).

### Evidence of multilineage priming in HSCs

The priming of genes for transcription likely initiates within CREs, which can then drive the activation of promoter targets. These enhancers can act as drivers of lineage fate [46] and their accessibility is a putative regulator of competence in stem cells. We made the assumption that peaks that are exclusively shared between HSCs and the unipotent lineage cells contain CREs that are specific for driving differentiation into that lineage. We observed that the majority of exclusively shared peaks were non-promoter peaks (Fig. 4b) and were enriched for binding motifs of transcription factors known to be important for differentiation into each lineage (Fig. 4d–h). The enrichment of binding sites for known lineage-specific transcription factors suggests that many of the accessible sites may play functional roles. Additionally, about one-third of the exclusively shared ATAC peaks were enriched for the H3K4me1 histone modification, which is linked to a primed enhancer state [13], indicated that a subset are likely functional enhancers (Additional file 3: Figure S3); other ATAC-accessible elements may mark transcription start sites for non-coding genes, which are abundant and highly tissue-specific in the mouse genome [36]. By using the GREAT tool, we made predictions for the target genes for the many ATAC-identified putative CREs that were present in the HSC/mature cell exclusive lists. The examples shown in Fig. 5 provide evidence that multilineage priming exists in HSCs.

### Both permissive and de novo epigenetic mechanisms influence hematopoiesis

Analogous to other stem cell systems, multipotent HSCs with the competence to differentiate into diverse cell types reside at the top of the blood cell hierarchy. We tested two potential models of the mechanism of multipotency, the permissive fate and de novo activation (Fig. 1a). We found evidence for both. Supporting the permissive fate model are the observations that HSCs had the highest global accessibility (Fig. 3a/b), that peaks were lost in every unipotent cell type from HSCs (Fig. 3f), that every unipotent cell type shared some peaks exclusively with HSCs (Fig. 4b), and that evidence of multilineage priming of CREs were found in HSCs (Fig. 5). The de novo activation model was supported by the observation that new peaks were gained during differentiation into all five lineages (Fig. 3e), and previous studies reporting progressive upregulation of lineage-specific genes as HSCs transition into progenitors [18, 43]. Interestingly, in the β-globin locus, HS2, the strongest enhancer of globin expression [2, 16]], was highly accessible in HSCs, whereas the other HSs were not (Additional file 2: Figure S2). Thus, “priming” of this locus may occur in HSCs via HS2 (adhering to the permissive model of Fig. 1a), followed by induced accessibility (de novo model, Fig. 1a) of the other HSs and active β-globin expression upon erythroid differentiation. Thus, both permissive and de novo mechanisms likely influence hematopoietic fate decisions. Interestingly, we found evidence that the balance between the two models varies between lineages. For example, B cells, and to a lesser extent T cells, had a higher proportion of peaks gained than lost compared to erythromyeloid lineages (Fig. 3g). This may indicate that the megakaryocyte/erythroid lineage is in a more primed state in HSCs, whereas lymphopoiesis requires more extensive chromatin remodeling to both prime lymphoid CREs not accessible in HSCs and simultaneously shut down the megakaryocyte/erythrocyte trajectory. The cell output and kinetics from in vivo lineage tracing and reconstitution assays support these conclusions [4–6, 14, 37, 48]. Our identification of specific, putative regulatory CREs will enable functional testing of these elements.

## Experimental procedures

### Mice and cells

All experiments were performed using 8- to 12-week-old C57BL/6 wild-type mice in accordance with UCSC IACUC guidelines. Hematopoietic cells were isolated from BM by crushing murine femurs, tibias, hips, and sternums as previously described [35]. Stem and progenitor cell fractions were enriched using CD117-coupled magnetic beads (Miltenyi). Cells were stained with unconjugated lineage rat antibodies (CD3, CD4, CD5, CD8, B220, Gr1, Mac1, and Ter119) followed by goat-α-rat PE-Cy5 (Invitrogen). Stem and progenitor cells were isolated using fluorescently labeled or biotinylated antibodies for the following antigens: cKit (2B8, Biolegend), Sca1 (D7, Biolegend), Slamf1(CD150) (TC15-12F12.2, Biolegend), CD41(MWReg30, Biolegend), and CD71(RI7217, Biolegend). Cells were sorted using a FACS Aria II (BD Bioscience). HSCs were defined as cKit^+^ Lin^−^ Sca1^+^ Flk2^−^ and Slamf1^+^; MkPs as cKit^+^Lin^−^Sca1^−^Slamf1^−^CD41^+^. Unipotent lineage cells were isolated by the following markers and as described previously [15, 29]: EPs, Lin(CD3, CD4, CD5, CD8, B220, Gr1, and Mac1)^−^ CD71^+^Ter119^±^; GMs, Lin(CD3, CD4, CD5, CD8, B220, and Ter119)^−^ Gr1^+^Mac1^+^ (“GM” cells were positive for both Gr1 and Mac1); T cells, Lin(CD5, B220, Gr1, Mac1, and Ter119)^−^ CD25^−^CD3^+^CD4^±^CD8^±^; B cells, Lin(CD3, CD4, CD8, Gr1, Mac1, and Ter119)^−^CD43^−^B220^+^.

### ATAC-seq

ATAC-seq was performed as previously described [8]. Briefly, cells were collected after sorting into microcentrifuge tubes containing staining media (1xDPBS,1 mM EDTA with 5% serum). They were centrifuged at 500×*g* for 5 min at 4 ˚C to pellet the cells. The supernatant was aspirated, and the cells were washed with ice-cold 1xDPBS. Cells were centrifuged and the supernatant was discarded. Cells were immediately resuspended in ice-cold lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2 and 0.1% IGEPAL CA-630) and centrifuged at 500×*g* for 10 min. The supernatant was aspirated, and pellets were resuspended in transposase reaction mix (25 µL 2xTD Buffer, 2.5 µL transposase (Illumina), and 22.5 µL nuclease-free water). The transposition reaction was carried out at 37 ˚C for 30 min at 600 rpm in a shaking thermomixer (Eppendorf). Immediately after completion of the transposition reaction, the samples were purified using the MinElute Reaction Clean up kit (Qiagen) and eluted into 10 µL of EB. Samples were stored at – 20 ˚C until PCR amplification step. PCR amplification was performed as previously described [8] using custom Nextera primers. After initial amplification, a portion of the samples were run on qPCR (ViiA7 Applied Biosystems) to determine the additional number of cycles needed for each library. The libraries were purified using the MinElute Reaction Clean up kit (Qiagen), eluted into 20 µL EB and then size selected using AmpureXP(Beckman-Coulter) beads at a ratio of 1.8:1 beads/sample, and eluted into 40 µL of nuclease-free water. Library size distribution was determined by Bioanalyzer (Agilent) capillary electrophoresis and library concentration was determined by Qubit 3 (Life Technologies). Quality of libraries was checked by shallow sequencing (1 million raw reads) on a Miseq (Illumina) at 75 × 75 paired-end sequencing. Those libraries that appeared to have size distributions similar to previous reports (Additional file 1: Figure S1) were pooled together and deep sequenced on a HiSeq2500 (Illumina) at 100 × 100 reads at the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley.

### Data processing

Demultiplexed sequencing data were processed using the ENCODE ATAC-seq pipeline version 1.1.6 and 1.4.2 (https://github.com/ENCODE-DCC/atac-seq-pipeline) using the mm10 assembly and the default parameters. In version 1.4.2 changed: atac.multimapping = 0, atac.smooth_win = 150, atac.enable_idr = true, atac.idr_thresh = 0.1 to be consistent with the mapping/peak calling performed with previous versions.

Peak filtering, hierarchical clustering, and tSNE plot production were performed using the chromVAR package (https://github.com/GreenleafLab/chromVAR). First, the optimal peak-list from the IDR output for each cell type was concatenated and sorted, then used as the peak input for chromVAR. The blacklist filtered bam files for reach replicate was used as input along with the sorted peak file. The fragment counts in each peak for each replicate and GC bias was calculated, and then the peaks were filtered using filterPeaks function with the default parameters and non-overlapping = TRUE. The master peak-list was extracted at this point, which contained 84,243 peaks, and used throughout the study. The deviations were calculated using every peak, and the tSNE and correlation functions were also performed using the deviations output and the default parameters.

Annotation of peaks, generation of histogram plot, merging of peaks, and motif enrichment were performed by HOMER (http://homer.ucsd.edu/homer/). Peaks were annotated using the annotatePeaks.pl function with the mm10 assembly and default parameters. Histogram was created by first shifting the bam files using DeepTools alignmentSieve.py with the flag –ATACshift. Next, tag directories were made using the Tn5 shifted bam files using HOMER makeTagDirectory. The histogram was made using the annotatePeaks.pl function with the default settings and the flags: -size -500,500 and -hist 5. Peak lists were compared using the mergePeaks.pl function with default settings and the flags -d given, -venn, and for the unique peak-lists -prefix. Motif enrichment was performed using the findMotifsGenome.pl package with default parameters using the flag -size given and custom background peaks, which consisted of the combination of all the peak-lists for the cell types not being analyzed. Instances of motifs in non-promoter peaks were found by using the annotatePeaks.pl function with the -m flag, using custom made motif files for each cell type containing the top 10 enriched motifs found.

The GREAT tool (http://great.stanford.edu/public/html/) was used to annotate non-promoter peaks to target genes. The peak-lists were reduced to BED4 files from the HOMER annotations output and used as input. The whole mm10 genome was used as the background regions, and the association rule settings were set as Basal plus extension, proximal window 2 kb upstream, 1 kb downstream, plus distal up to 1 Mb and included curated regulatory domains. All genome track visualizations were made using the UCSC genome browser. Graphs were made in either Microsoft Excel or GraphPad Prism 8. Annotations to figures were performed using Adobe Illustrator CC and Adobe Photoshop CC.

ChIP data were handled as follows: the enhancer list from [27] was mapped to mm10 using the liftOver tool, then compared to the master peak-list. The raw sequencing data for H3K4me1 and H3K27Ac in LT-HSCs were downloaded from GEO and mapping to mm10 and peak calling were performed using the parameters listed in the publication [27].

## Supplementary information

**Additional file 1: Figure S1.** Library fragment distributions for ATAC-seq samples. The library size distribution after deep-sequencing, mapping, and filtering to unique reads is shown of both replicates for **A**) HSCs **B**) EPs **C**) MkPs **D)** GMs **E**) B cells, and **F**) T cells.

**Additional file 2: Figure S2.** Erythroid-selective accessibility of the β-globin cluster. ATAC-seq signal tracks of the six cell types in this study at the β-globin cluster (chr7: 103,792,027–103,879,340; mm10). The adult globin genes β*-major (ßmaj)* and β*-minor (ßmin),* as well as the hypersensitive sites (HS1-4,6) of the Locus Control Region (LCR) that regulates expression of the genes in this locus, displayed accessibility in EPs. HS2, but not the other HSs, and the β-major promoter were also accessible in HSCs, possibly indicating a “permissive” chromatin state. Accessibility of HS2 and HS4 in MkPs may relate to a closer relationship to HSCs and/or EPs (Fig. 1). As expected, no accessibility was observed at the fetal-specific *epsilon Y globin (Ey), *β*-h1 (ßh1)*, β*-h2 (ßh2)* genes, or HS5. Likewise, GMs, B and T cells, that do not express β-globin genes, did not display accessibility of any of the regulatory elements in the locus.

**Additional file 3: Figure S3. **Lineage specific, HSC-primed peaks were marked by H3K4me1 and not H3K27Ac. **A**) About one in three (21,085 peaks out of 71,072) of our ATAC-seq non-promoter peaks in the master peak-list overlapped with peaks designated as probable enhancers based on H3K4me1 and H3K27Ac ChIP data (Lara-Astiaso et al.). **B**) About one in three (32.5%) of all HSC-primed peaks for the five unipotent lineage cell types were also marked by the histone modification H3K4me1, and 2.8% were marked by H3K27Ac. **C**) HSC-primed peaks for each unipotent lineage were primarily marked by H3K4me1 and not H3K27Ac. Results in panel B represent the aggregate of the results shown in panel C.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO), accession number GSE162949.

How the deposited data were processed for this re-analysis (not part of the article)

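Accessible chromatin was measured by ATAC-seq in 12 samples, 2 replicates of each of 6 sorted mouse blood cell types (HSCs, MkPs, EPs, GMs, B cells and T cells). The authors aligned the reads to mm10 and called peaks with the ENCODE ATAC-seq pipeline, with multimapping reads left out. They took the optimal list of each cell type from the Irreproducible Discovery Rate analysis, concatenated the lists and kept non-overlapping peaks with chromVAR, using the fragments of every replicate. They then annotated the peaks with HOMER. The result is the master peak-list, 1 list pooled over all samples, and it was the only table used. The peak score that the authors deposited was 0 in every peak, so it was not used to rank or filter. The start, end and distance to the TSS of each peak were used as deposited by the authors, in bp, without any normalization.

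The list names no sample or cell type for a peak and gives no reads per peak. Depth per sample is therefore unknown, and no value has an error between replicates. Analyses that need values per cell type were planned before the data were examined and were not run: peaks per cell type, peaks gained and lost, peaks shared exclusively with HSCs, similarity to HSCs, and differentially accessible peaks. The enhancer catalog and histone data of Figure S3, and the expression data of Fig. 2 and Fig. 5, were not analysed here.

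Peaks were divided into promoter peaks, with a centre within 500 bp of a TSS by the distance column, and non-promoter peaks. Non-promoter peaks were then counted by annotation class, with exon, transcription termination site, promoter and untranslated region classes counted as coding. Genes and sequence came from NCBI RefSeq, release 108, of GRCm38.p6. Curated transcripts were used for TSSs, exons and introns, and 1 RefSeq Select TSS per gene was used for target genes. For random placement, every centre was moved to a random position outside assembly gaps on its chromosome 100 times, with a fixed seed, and the empirical two-sided p was taken for each class. Loci were matched by an overlap of at least 1 bp with the windows printed in Fig. 2d, Fig. 5 and Figure S2. Target genes followed the basal plus extension rule of the paper, without its curated domains. Motifs were searched as consensus strings of 11 families, read from the logos of Fig. 4, on both strands of the whole peak, and compared with 10000 non-promoter peaks drawn without replacement. Adjusted p-values are from the Benjamini-Hochberg method over 14 pairs of element and family. Shares of peaks have 95% Wilson intervals, which cover counting error only.

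Genes and loci were named by a rule set before the data were examined: each locus that the paper shows in Fig. 2d, Fig. 5 or Figure S2, and the 5 genes with the most master peaks that have them as nearest promoter. A locus under this rule is not reported here. Other genes are named only as neighbours of the loci. The alternatives concerned the promoter definition, the classes counted as coding, merging of peaks, chromosomes, the overlap with a window, the distal limit for target genes, the gene set and placement, and the motif match and sequence. The search and the placement were tested on simulated data, where 200 of 200 planted motif sites were found in 2000 sequences and a promoter share of 30% was recovered in 5000 simulated peaks. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.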

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

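The tests in this part were chosen before their results were seen. The paper uses the master peak-list throughout and does not report its peaks by class of repeat. Peaks centred on B2 SINE repeats had the CTCF consensus CCMYCTRSTGG more often than the control, peaks centred on other repeats. The consensus occurred in 161 of 1781 B2 peaks (9.04%, 95% Wilson interval 7.79 to 10.5%) and in 489 of 10965 peaks on other repeats (4.46%, interval 4.09 to 4.86%), a 2.03-fold difference (Fisher's exact test, two-sided, p = 5.03e-14). By subfamily, the share was 11.4% for B3A (interval 8.89 to 14.6%), 8.77% for B3 (7.14 to 10.7%) and 6.35% for B2_Mm2 (4.11 to 9.71%, which includes the value of the other repeats). These intervals overlap, and differences between subfamilies were not tested. B2 peaks did not stand out from peaks outside repeats. Among non-promoter peaks outside repeats the share was 9.53% (interval 9.30 to 9.77%), and B2 peaks made up 2.50% of all non-promoter peaks and 2.59% of those with the consensus. The contrast is therefore between classes of repeat.

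Of the technical explanations, 3 were tested. If the consensus matched by chance, its reversed string, which has the same bases, would also be more frequent in B2 peaks. It occurred in 0 of them and in 11 peaks on other repeats, a ratio of 0, although counts this low limit the test. If GC content were the cause, the odds ratio would fall under 2 within GC quintiles. The Mantel-Haenszel odds ratio was 2.33, against 2.13 without stratification. The sites in B2 peaks lay a median of 14 bp from the peak centre, against 25 bp in peaks on other repeats and 20 bp outside repeats. Since the peaks are centred on the repeat, a site carried by the repeat would also lie near the centre, so the contrast cannot be told apart from a consensus that B2 copies carry whether accessible or not. The share of B2 copies outside peaks with the consensus was not measured. No biological explanation by cell type was tested, because the list pools the cell types.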

How the results depend on the processing

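All alternatives were set before the data were examined. Among the counts of peaks by class, of windows with a peak, of elements linked to the named gene and of motif pairs with a site, 3 moved by more than 1.5 times. Promoter peaks fell from 13171 to 8081 when the centre had to lie within 100 bp of a TSS. Coding peaks fell from 4944 to 2813 with exon and termination site classes alone. Pairs of element and motif family with a site rose from 6 to 12 of 14 when 1 mismatch was allowed. The first 2 follow from narrower definitions and the third from a looser one, and no other cause was tested.

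Under the other promoter definitions the count ran from 11636 (1000 bp upstream to 100 bp downstream) to 15621 (within 1000 bp). Intron peaks ran from 33055 to 34943. Intergenic peaks stayed at 31692, which these settings could not change, since no intergenic peak lies within 1000 bp of a TSS. Merging overlapping peaks and leaving out other chromosomes removed nothing from the 84243 peaks, since no peak overlaps or touches another and all lie on the autosomes, X or Y. The promoter fold over random placement was 14.3 in the main setting, 16.0 with protein-coding genes only and 15.4 with placement uniform over the genome. The intergenic fold ran from 0.638 to 0.685. Of the 13 windows reported, 11 or 12 held a peak. The gene named by the paper was linked to 5 of 5 elements at either distal limit and to 4 by the nearest TSS alone. The p of each placement fold was the smallest that 100 placements can give in all 3 settings, so it could not show a change in strength. No motif pair had an adjusted p under 0.05 in any of the 3 searches. This shows no stability, since pairs with 0 sites could not pass. For pairs with 1 site the p is how common the string is, so common strings could not pass either. With an unadjusted p, 1 pair passed in the central 200 bp. The number of sites within a pair often moved by more than 1.5 times as well. With 1 mismatch, ETS sites rose from 4 to 24 at F2rl2 and from 4 to 22 at Mtus1, where CEBP sites rose from 1 to 2. At Irf8, ZEB/Slug sites rose from 2 to 9 and E2A/HEB sites from 1 to 6. GATA sites rose from 1 to 3 at F2rl2 and from 0 to 6 at Pklr. In the central 200 bp, ETS sites fell from 4 to 1 at Mtus1 and from 4 to 2 at F2rl2, and ZEB/Slug sites from 2 to 1 at Irf8.

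The stricter score threshold could not be run, because the score is 0 in every peak. The alternatives for exclusively shared peaks, peaks gained and lost, similarity to HSCs and differentially accessible peaks, with each replicate left out in turn, were not run for want of values per cell type in the list used here. No paired analysis was possible because the columns used carry no replicate numbers and no result comes from a test between samples. Without reads per peak, how far depth limits the list could not be assessed.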

Differences from the paper's values

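None of the counts of the master peak-list under the main settings differed from the paper's by more than 1.5 times. The number of peaks and the promoter, intron and intergenic counts equal those of Table 1. Coding peaks numbered 4944 by the classes set before the data were examined, against the paper's 5243, and counting the HOMER non-coding class as coding gave 5243. The heading of Table 1 refers to protein-coding gene promoters; the 13171 promoter peaks include all gene types, and 12402 had a protein-coding gene as the nearest promoter.

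For 4 pairs of element and motif family that Fig. 5 lists, no exact consensus site was found: GATA at Pklr, PU.1 at Mtus1, and CTCF and WT1 at Icos, with 0 sites each. With 1 mismatch allowed, an alternative set before the data were examined, the sites numbered 6, 2, 1 and 1. The strings were read from logos, and the HOMER matrices were not used. A missing exact site therefore does not show that the paper's motif is absent. For Irf8, the paper's text gives a predicted element of that gene, which the basal plus extension rule also gave at both distal limits, while the nearest TSS was that of Cox4i1, at 15465 bp.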

Other observations

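Both tests of the promoter counts were chosen only after the result was seen. So were the test of read depth and the comparison of TSS numbers on chromosome X. The other tests were chosen before.

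The master peak-list had fewer promoter peaks than each of the 6 lists per cell type in Table 1, although it was made from those lists. A wider promoter definition, applied to the master list alone, did not close the gap to the HSC list. Within 2000 bp of a TSS there were 18687 master peaks, fewer than the paper's HSC promoter count within 500 bp. The lists per cell type would also grow under a wider definition, so this does not test the gap to the shorter lists, such as that of GMs, whose count in Table 1 is passed by the 15621 master peaks within 1000 bp. A candidate explanation is that several calls at one promoter were reduced to 1 when overlapping peaks were removed. The curated RefSeq TSSs merge into 26507 promoter regions of 500 bp on either side, of which 13079 (49.3%) held a master peak. The paper's HSC count comes to 2.14 promoter peaks per region with a master peak, and to 1.06 per region of the whole annotation. These ratios cannot separate repeated calls from promoters lost in filtering, which needs the lists per cell type. No biological explanation was tested.

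Chromosome X had 11.2 peaks per Mb, against a median of 34.0 across the 19 autosomes, which ranged from 26.2 on chromosome 14 to 46.6 on chromosome 11. Having fewer genes was tested by the share of protein-coding TSSs with a peak, which was 44.8% on X and 59.7% on the autosomes, a ratio of 0.750 against a threshold of 0.8. Chromosome 7, with a share of 45.9% and 35.6 peaks per Mb, would also miss this threshold, so the test could not decide. The numbers of protein-coding TSSs argue against fewer genes as the explanation. X had 900 of them and 1829 peaks. Every autosome with fewer such TSSs held more peaks, from 2554 on chromosome 19 (696 TSSs) to 3966 on chromosome 13 (793 TSSs). Chromosome 12, with 621 TSSs in 120129022 bp against 900 in 171031299 bp on X, had 30.3 peaks per Mb. Repeats make up 46.8% of X. With all non-promoter peaks divided by the Mb outside repeats, the ratio was 0.363 (16.0 on X, 34.6 to 54.6 on the autosomes). Only the length was corrected for repeats. Peaks centred on repeats, 17.9% of non-promoter peaks over all chromosomes, were still counted. Lower read depth from a single copy, or a single active copy, of X could also remove weaker peaks. The ratio for non-promoter peaks was 0.484 of the ratio for TSSs, the direction this predicts if non-promoter peaks hold fewer reads, but the reads per peak are needed to decide. Chromosome Y held 11 peaks, and 4 of its 76 protein-coding TSSs had one, in line with male mice in at least some of the pooled samples. The share of male mice is not known here, so the pattern cannot be told apart from lower read depth. No biological explanation was tested.

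The 5 genes that were most often the nearest promoter were Foxp1 (89 peaks), Rprl1 (61), Zfp608 (58), Tbl1xr1 (55) and Elmo1 (53). The size of the region up to the neighbouring TSSs was tested as an explanation among 18206 genes with a region of at least 10 kb. Across genes, which are not independent replicates, the number of peaks rose with the size of the region (Spearman rho = 0.490). Peaks per Mb of region put Zfp608 at the percentile 97.7, Tbl1xr1 at 95.4, Foxp1 at 93.4, Elmo1 at 73.0 and Rprl1 at 29.3, with a median of 93.4. Since the genes were chosen for their number of peaks, high percentiles are favoured by the choice and the test is not decisive. For Rprl1, an RNA gene with a region of 3.23 Mb, the density was 18.9 peaks per Mb, below the median gene at 32.3. Being the nearest promoter does not show that these peaks belong to Rprl1. What else lies in its region was not examined.

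The CTCF consensus occurred in 8.74% of non-promoter master peaks (95% Wilson interval 8.53 to 8.95%), in 1.99% of promoter peaks and in 0.591% of random windows of the same width. The PU.1 consensus GAGGAAGT occurred in 10.2%, 4.79% and 2.98%, and the RUNX1 consensus AACCACA in 18.0%, 5.88% and 11.1%. Of the 11 families, 3 were less frequent in non-promoter peaks than in random windows: GATA (AGATAA, 26.9% against 29.7%), CEBP (TTRYGYAA, 7.68% against 8.49%) and TCF (CTTTGAT, 7.46% against 10.0%). The random windows were not matched on base composition.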
